A study of Bos taurus with 6 samples. Its data were reported in "Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells" (2020).

How the data were processed

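Small RNA was sequenced from cultured bovine granulosa cells, the follicular cells that surround the oocyte, taken from ovarian follicles of 3 to 6 mm. The cells were grown for 24 h and then kept for another 24 h at 37 °C (control) or at 42 °C (heat stress, HS). Each group had 3 libraries, numbered 1 to 3 in the labels. Libraries were made from 100 ng of total RNA with a kit that adds unique molecular identifiers, followed by 16 cycles of PCR. Vesicle libraries of the same study were not analysed here.

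Upstream of the deposited values, the authors trimmed adapters with Cutadapt, collapsed reads by molecular identifier, mapped them with Bowtie2 to the Ensembl bovine genome assembly UMD3.1, assigned them to miRBase miRNAs and normalised them by the trimmed mean of M-values (TMM), a scaling that assumes most miRNAs do not change. The deposited signal is therefore TMM-normalised CPM (reads scaled to a common effective library size), with 1 value per miRNA and library. Reads that fit several near-identical miRNAs are not described as handled in a particular way, so values within families such as let-7 are uncertain in how reads were shared. The genome sequence was not used here, so the effect of base composition and length was not tested.

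The design written beforehand assumed raw counts and named edgeR's quasi-likelihood test, with limma on log2(value + 1) for a normalised unit. The files held a normalised unit, so limma was used. In every library the deposited values were whole multiples of a single step (tolerance 0.01 of a read), so 100% of the values gave whole reads, and these recovered reads set the depth of each library and the filter. The recovered totals ran from 2076239 to 4590971 reads per library. The TMM factors implied by the deposited values ranged from 0.965 to 1.02. Factors recomputed from the recovered reads differed from them by up to 3.52%, in heat-stressed replicate 3, and the deposited values were kept.

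miRNAs were tested with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3 on log2 of the deposited value plus a pseudocount of 1, after the default filterByExpr filter of edgeR 4.0.16 on the recovered reads. P-values were adjusted by the Benjamini-Hochberg method over all miRNAs tested. Fold changes are HS relative to control on this log2(value + 1) scale, which understates the change of miRNAs with low values. Thresholds were an adjusted p of at most 0.2 with a log2 fold change of at least 1 in size, and an adjusted p under 0.05 with no fold change minimum. Detection in a group required normalised CPM to reach 10 in 2 or more libraries. Principal components were taken from log2 normalised CPM (prior count 1) of the miRNAs detected in either group, centred and not scaled. The share of reads in the most abundant miRNAs was compared by an exact two-sided permutation test of the group means, for which the smallest possible p is 0.1. The fit was tested on simulated reads drawn from the real library sizes, with a set of miRNAs changed by known amounts. The changes were log2 fold changes of 1 or 2 in size, in both directions, and no replicate effect was simulated. Of 192 changed miRNAs among 361 tested, limma recovered 95.8% at an adjusted p of at most 0.2, and 11.1% of its calls were false. Among 365 miRNAs without any simulated change it made 1 call. The changed miRNAs made up a larger share of those tested than the calls in the real data did. These rates need not hold for the real fit.

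The labels number the libraries 1 to 3 in each group, and the pairing used in the block fits comes from these numbers. The labels do not say whether a number stands for 1 pool of cells split between the temperatures. Named miRNAs followed a rule fixed before the data were examined: the miRNAs the study lists as changed in cells, those it names for vesicles or heat stress, its reference miRNA, the 5 most abundant, and any further miRNA past the first threshold. Alternatives were other scalings (DESeq2 1.42.0 size factors, upper quartile, library totals), filters, tests (edgeR likelihood ratio and exact tests, DESeq2, limma-voom), the replicate block and the omission of each library. The edgeR quasi-likelihood test on recovered reads, with and without the block, other pseudocounts, limma without the trend and recomputed TMM factors were chosen after the data had been seen. Gene names and neighbouring genes came from the RefSeq annotation of assembly ARS-UCD2.0, which is not the assembly the reads were mapped to, so no positions are given. Of 1028 miRNA identifiers, 1007 matched a gene there. Counting error sets the floor: 3 reads correspond to 0.639 to 1.465 normalised CPM, depending on the library. Molecular identifiers limit PCR duplication, and the floor covers counting error only. Other computations used Python 3.11.15 with scipy 1.17.1.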

Results

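The dataset comprised 6 small RNA libraries of bovine granulosa cells, 3 from control cells kept at 37 °C and 3 from cells exposed to HS at 42 °C. Each library listed the same 1028 bovine miRNAs. Of these, 755 had at least 1 read in at least 1 library and 273 were listed at 0 in every library. The control libraries held 2076239, 4545690 and 3570382 recovered reads for replicates 1, 2 and 3. The HS libraries held 3123331, 3646453 and 4590971 reads in the same order. The largest library was 2.21 times the smallest, and control replicate 1 held the fewest reads. These are miRNA reads, so a small total can also reflect a smaller share of miRNAs among all reads sequenced. No pair of replicates within a group held the same counts within sampling noise, with chi-square values of 99.1 to 495 per degree of freedom. This excludes a library listed more than once within a group, and does not show whether the libraries came from separate cells. Libraries of different groups were not compared in this way. The correlation of log2 values across miRNAs within a group ranged from 0.973 to 0.99, where miRNAs are not independent replicates.

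To ask which miRNAs were present in each condition, detection in a group required normalised CPM to reach 10 in 2 or more of its 3 libraries. By this rule 274 miRNAs were detected in control cells and 273 in HS cells, with 269 in common. The setting that moved these numbers most was the minimum itself, since a minimum of 1 gave 438 in control and 440 in HS cells. The 5 miRNAs detected only in control cells were bta-miR-1434-3p, bta-miR-184, bta-miR-2403, bta-miR-2447 and bta-miR-6121-3p, and the 4 detected only in HS cells were bta-miR-11976, bta-miR-129-3p, bta-miR-2284t-3p and bta-miR-2285au. Apart from bta-miR-2447 and bta-miR-6121-3p, these miRNAs were chosen after their values were seen. Group means of these 9 miRNAs lay between 4.34 and 26.2 normalised CPM, on both sides of the minimum. In limma 2 of the 9, bta-miR-2447 and bta-miR-6121-3p, had an adjusted p of at most 0.2, and both were lower in HS cells. With the replicate block 3 did, as bta-miR-184, also lower in HS cells, went from 0.306 to 0.139.

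The cellular miRNA pool was dominated by few species. On average bta-miR-21-5p took 18.3% of the reads, bta-miR-155 11.7%, bta-let-7a-5p 7.07%, bta-let-7i 4.44% and bta-miR-125a 3.79%. The 10 most abundant miRNAs together held 61% ± 0.56 of reads in control cells and 61.5% ± 0.75 in HS cells (SD, n = 3 each). The difference of 0.51 percentage points was within the spread between replicates (exact two-sided permutation test, p = 0.4, smallest possible p 0.1). Paired by replicate number, the differences were 1.93, -0.59 and 0.18 points (exact sign-flip test, p = 0.75, smallest possible p 0.25). When each library's own 10 most abundant miRNAs were used, the difference shrank to 0.06 points. None of the 5 most abundant miRNAs changed in limma. Their adjusted p-values ranged from 0.839 to 0.964.

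**Figure D1:**
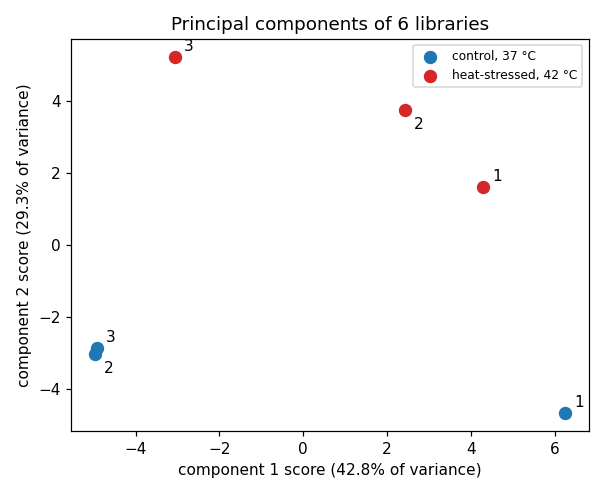
Scores of the 6 libraries on the first principal component (x axis, 42.8% of variance) and the second (y axis, 29.3%), both without units, for control cells (blue) and HS cells (red), with the replicate number beside each point. The groups overlap on the first component, and on the second all 3 HS libraries lie above all 3 control libraries.

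Whether the miRNA profile separated the groups was examined with principal components over the 278 miRNAs detected in either group. The first component held 42.8% of the variance and the second 29.3%, or 72% together. The alternative that moved this most was the use of every miRNA with a read, which gave 57.3%. On the first component the groups overlapped, with scores of -1.22 ± 6.46 in control and 1.22 ± 3.82 in HS cells (SD, n = 3 each). On the second, control cells scored -3.53 ± 1 and HS cells 3.53 ± 1.82, and the groups did not overlap. Control replicate 1 lay apart from the other control libraries on the first component, at 6.24 against -4.97 and -4.93. HS replicates 1, 2 and 3 scored 4.29, 2.43 and -3.06. Replicate 1 was thus highest in both groups, so the first component may partly follow the replicate number. On the second, replicates 1, 2 and 3 scored -4.7, -3.0 and -2.9 in control and 1.6, 3.7 and 5.2 in HS cells. These scores rose with the number in both groups, so the second component may partly follow it too.

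To determine which miRNAs responded to HS, 365 miRNAs were tested with limma. Most differed little between groups: the log2 fold change was under 0.5 in size for 299 of them (81.9%), and its median size was 0.2. The median SD between replicates was 0.278 log2 units in control and 0.196 in HS cells. At an adjusted p of at most 0.2 and a log2 fold change of at least 1 in size, 11 miRNAs differed, 4 higher and 7 lower in HS cells. At an adjusted p under 0.05 there were 8, of which 3 were higher. The alternative that moved the second number most was the DESeq2 Wald test, with 20. With the replicate number as a block, limma gave 10 miRNAs at the first threshold, 9 of them shared with the fit without the block, and 6 at the second. Deviations from the group means correlated across miRNAs at 0.306 on average for same-numbered libraries and at -0.157 for different-numbered ones, with 0.421, -0.117 and 0.616 for replicates 1, 2 and 3. Deviations within a group sum to 0, so the second average follows largely from the first. Single different-numbered pairs ran from -0.643 to 0.292, and some thus exceeded the -0.117 of replicate 2. The edgeR quasi-likelihood test on the recovered reads (100% of values whole) called 10 miRNAs at the first threshold, all 10 among the 11 of limma, and 7 at the second. The groups did not overlap for 73 of the tested miRNAs (20%), where chance alone gives 10% on average for 3 against 3. miRNAs vary together between libraries, so the share in a single split can differ from this average by chance. Shares for other splits were not computed, so the excess is not assigned to HS.

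**Figure D2:**
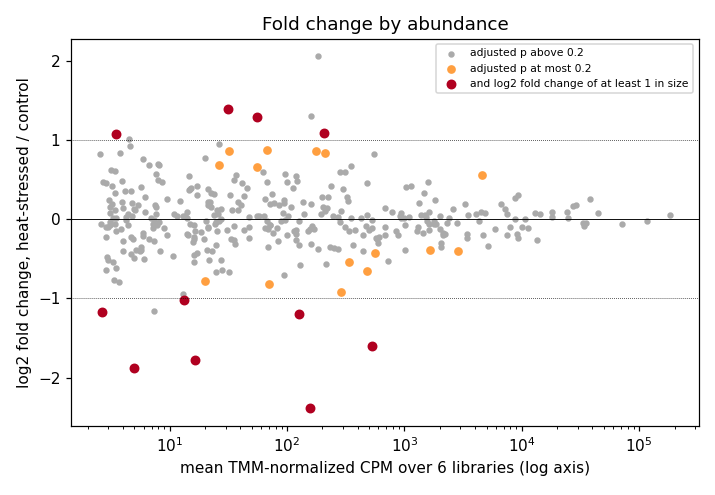
Log2 fold change of HS relative to control (y axis) against mean TMM-normalised CPM over the 6 libraries (x axis, log scale) for the 365 tested miRNAs, in grey, or orange at an adjusted p of at most 0.2, or dark red where the log2 fold change is also at least 1 in size. The 11 dark red points comprise 4 above and 7 below the zero line.

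bta-miR-2344 fell from 261.8 ± 27 normalised CPM in control to 50.9 ± 16.1 in HS cells (SD, n = 3 each), a log2 fold change of -2.39 ± 0.261 (SE, limma adjusted p = 0.00745). The smallest p belonged to bta-miR-6120-3p, which went from 803.2 ± 71.6 to 263.2 ± 22.2 (log2 fold change -1.61 ± 0.139, limma adjusted p = 0.00325). With the replicate block the adjusted p of both was 0.0329. bta-miR-12030 fell from 176.4 ± 14 to 77 ± 13, and bta-miR-6121-3p from 26.2 ± 6.17 to 6.83 ± 0.961. Their log2 fold changes were -1.20 and -1.78, with limma adjusted p-values of 0.0164 and 0.0117, or 0.0354 for each with the block. bta-miR-2318 fell by 1.88 on the log2 scale (limma adjusted p = 0.0463, with the block 0.138), on 10, 50 and 34 reads in control and 6, 6 and 4 in HS libraries. By the edgeR quasi-likelihood test, which uses no pseudocount of 1, its log2 fold change was -2.58, larger in size than the -2.36 of bta-miR-2344. Among the miRNAs that rose, bta-miR-6523a went from 16.9 ± 2.93 to 45.8 ± 2.05 (log2 fold change 1.40, limma adjusted p = 0.0128) and bta-miR-2448-3p from 31.7 ± 2.43 to 79 ± 6.41 (log2 fold change 1.29, limma adjusted p = 0.0117). Both kept an adjusted p of 0.0354 with the block. The remaining miRNA with an adjusted p under 0.05 was bta-miR-760-3p, with a log2 fold change of 0.84 (limma adjusted p = 0.0482, with the block 0.123), which was chosen after its values were seen.

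The study lists miRNAs as higher or lower in HS cells, and these were examined one by one. All 14 had the listed direction here. As the list was drawn from the same libraries, neither this nor any adjustment over the list alone measures stability. Of the 14, 12 passed the filter on low reads, 9 had an adjusted p of at most 0.2 over all miRNAs tested, and 12 did when the adjustment was made over the list alone. With the replicate block, 9 did over all miRNAs tested. The 9 were the 7 listed miRNAs above together with bta-miR-2475 and bta-miR-2447, which fell by 1.17 and 1.02 on the log2 scale (limma adjusted p = 0.0987 for each, 0.164 with the block). For bta-miR-2447 the adjusted p was 0.211 without the filter, and it ranged from 0.00823 to 0.302 over all alternatives. The values of bta-miR-2475 rested on 10, 16 and 13 reads in control and 3, 7 and 4 in HS libraries.

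**Figure D3:**
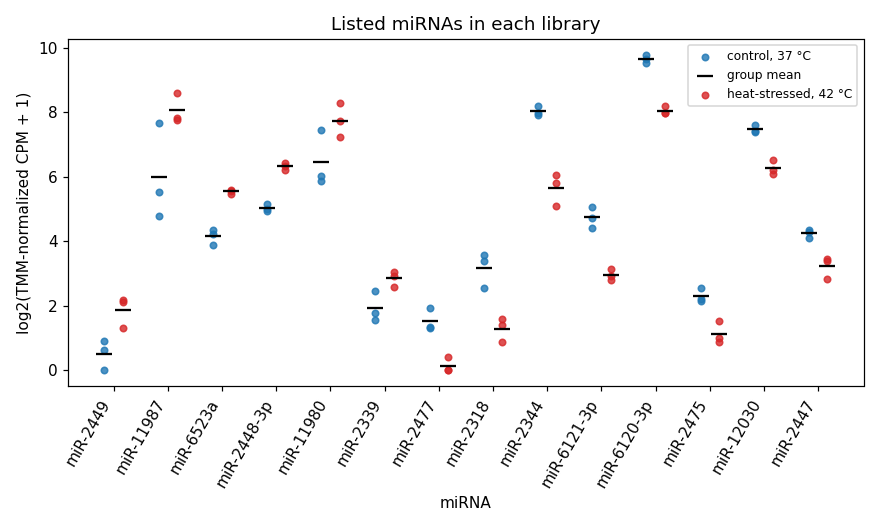
Log2 of TMM-normalised CPM plus 1 (y axis) of the 14 listed miRNAs (x axis) in each library of control (blue) and HS cells (red), with black bars for the group means. In 13 of the 14 the groups do not overlap, and the libraries of bta-miR-11980 overlap.

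The other listed miRNAs did not reach an adjusted p of 0.2. bta-miR-11987 had 203.6, 45.2 and 26.8 normalised CPM in control replicates 1, 2 and 3, and 214, 381.8 and 226.9 in HS cells (log2 fold change 2.05 ± 0.7, limma adjusted p = 0.246, with the block 0.235). bta-miR-11980 had 174.3, 56.9 and 63.8 in control cells and 147.7, 308.9 and 211.6 in HS cells (log2 fold change 1.30 ± 0.47, limma adjusted p = 0.278, with the block 0.33). In both, control replicate 1 was near the HS libraries, and without it the log2 fold changes were 2.89 and 1.80, with limma adjusted p-values of 0.0162 and 0.0355. Over all alternatives the adjusted p reached 0.544 and 0.639. bta-miR-2339 rose by 0.92 on the log2 scale (limma adjusted p = 0.214, with the block 0.22). Over all alternatives its adjusted p ran from 0.131 to 0.518, and it was newly past the threshold of 0.2 under 5 of them. bta-miR-2449 and bta-miR-2477 were too low for the filter. bta-miR-2449 had 0, 4 and 2 reads in control and 10, 13 and 7 in HS libraries. bta-miR-2477 had 3, 7 and 10 reads in control libraries. HS libraries had 1, 0 and 0 reads of it, each under the floor of 3 reads. Its control mean was 2.36 times the mean floor of the HS libraries. This allows for no counting error in the control reads, and control replicate 1 was itself at 3 reads, so 2.36 is not a firm lower bound. Without the filter the limma adjusted p-values of bta-miR-2449 and bta-miR-2477 were 0.199 and 0.0515. Those of the edgeR exact test without the filter were 0.0555 and 0.0051.

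Past the first threshold but not among these 14 were bta-miR-149-5p and bta-miR-2448-5p. bta-miR-149-5p rose from 134.4 ± 46.6 to 277.3 ± 49.7 (log2 fold change 1.09, limma adjusted p = 0.135, with the block 0.212). bta-miR-2448-5p had 2, 8 and 11 reads in control and 17, 13 and 27 in HS libraries (log2 fold change 1.07, limma adjusted p = 0.199, with the block 0.204).

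miRNAs that the study discusses for vesicles or heat stress were also examined in the cells. bta-miR-1246 varied with replicate number in both groups, with 11460, 3503 and 1977 normalised CPM in control replicates 1, 2 and 3 and 9938, 2754 and 1431 in HS cells. It was lower in HS cells in 3 of 3 pairs, with a log2 fold change of -0.34 ± 0.848 (limma adjusted p = 0.954, with the block 0.212). The paired log2 differences were -0.21, -0.35 and -0.47 for replicates 1, 2 and 3. The edgeR quasi-likelihood test with the block gave an adjusted p of 0.192, and over all alternatives the adjusted p ran from 0.192 to 1. The sign of the unpaired change turned without control replicate 1 or HS replicate 3, each of which breaks a pair. bta-miR-2904 had 35.2, 14.1 and 8.92 in control and 29.5, 37.5 and 32.4 in HS cells (log2 fold change 0.95 ± 0.453, limma adjusted p = 0.415, with the block 0.377). Here too control replicate 1 was near the HS libraries, and without it the log2 fold change was 1.47 (limma adjusted p = 0.0355), while over all alternatives the adjusted p ran from 0.0355 to 0.994. bta-miR-374a, bta-miR-374b and bta-miR-181a had log2 fold changes of -0.25, -0.30 and -0.20 and limma adjusted p-values of 0.817, 0.439 and 0.619. bta-miR-361, the reference for droplet PCR, had 3670 ± 335 normalised CPM in control and 3217 ± 190 in HS cells (log2 fold change -0.19, limma adjusted p = 0.539).

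All 14 listed miRNAs matched a gene in the ARS-UCD2.0 annotation. The genes of 12 overlap another annotated gene and 11 of these overlap a protein-coding one, such as CSNK1G2 for bta-miR-6120-3p, TBCD for bta-miR-2344 and MADD for bta-miR-2318. The gene of bta-miR-6523a overlaps EPG5 and that of bta-miR-6523b, which was listed at 0 in every library. How the counting assigned reads where genes overlap was not examined, so these values are uncertain to that extent.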

Values the study reported

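The study reported 274 miRNAs detected in HS cells and in control cells, with 269 in common and 5 found preferentially in each group. For granulosa cells, the first principal components were given as explaining about 58.5% of the variance. The study reported 14 differentially expressed miRNAs in HS granulosa cells at an adjusted p of at most 0.2 and a log2 fold change of at least 1 in size, of which 6 were upregulated and 8 downregulated.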

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

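The number of miRNAs at an adjusted p of at most 0.2 and a log2 fold change of at least 1 in size ranged from 8 to 12 over 17 alternatives that kept all libraries, against 11, and from 8 to 16 across the 6 fits that each left out 1 library. Of the 11 miRNAs, 7 passed in each of the 6 fits that left out a library and 6 passed under each of the 23 alternatives in all. The 4 lost in at least 1 of the fits that left out a library were bta-miR-2475, bta-miR-2447, bta-miR-149-5p and bta-miR-2448-5p. Upper quartile factors moved the median log2 fold change of the tested miRNAs to -0.18. Under them 2 of 11 calls were higher and 9 lower, against 4 and 7. Without control replicate 1 the balance moved the other way, with 9 of 16 calls higher and 7 lower.

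The number at an adjusted p under 0.05 was less stable. Against 8, it was 5 with upper quartile factors and 14 with the edgeR likelihood ratio test. It was 14 with the edgeR exact test and 20 with the DESeq2 Wald test. Across the 6 fits that each left out 1 library it ran from 2 to 12. The balance moved too: 3 of 8 were higher in HS cells, against 0 of 5 with upper quartile factors and 7 of 12 without control replicate 1. The cause was not tested. The replicate block gave 10 and 6 at these thresholds. The edgeR quasi-likelihood test, chosen after the data were seen, gave 10 and 7, or 12 and 6 with the block.

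The number of listed miRNAs with the listed direction and an adjusted p of at most 0.2, which was 9, ran from 7 to 10 over 16 alternatives that kept all libraries and from 8 to 11 across the fits that left out a library. With no filter and the edgeR exact test together it was 11. Detection followed its minimum: a minimum of 1 gave 438 in control cells, 440 in HS cells and 413 in both, and a minimum of 100 gave 157, 161 and 153. The variance on the first principal components was 57.3% with every miRNA that had a read and 65.7% with each miRNA scaled to unit variance, against 72%. The cause was not tested. It ran from 74.4% to 83% when a library was left out. Fewer libraries give fewer components, so a larger share on the first ones follows at least in part by construction. The difference in the share of the 10 most abundant miRNAs kept its sign in every setting tried, from 0.063 to 0.506 points, and from 0.118 to 0.864 points when a library was left out. The mean of the paired differences equals the unpaired difference by construction.

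The log2 fold changes of 5 named miRNAs changed sign under at least 1 alternative, and none of the 5 was past the threshold of 0.2 before. With upper quartile factors bta-miR-21-5p was at -0.13 and bta-let-7i at -0.10, both above the shifted median. With TMM factors recomputed, chosen after the data were seen, bta-miR-155 was at 0.0008, which is below the median of 0.025 to which this scaling moved the tested miRNAs. Across the fits that left out a library, the ranges were -0.10 to 0.15 for bta-miR-21-5p, -0.025 to 0.22 for bta-let-7i, -0.13 to 0.091 for bta-miR-155, -0.16 to 0.55 for bta-miR-125a and -1.11 to 0.37 for bta-miR-1246. The values of bta-miR-1246 and bta-miR-155 fall with the replicate number in both groups, so leaving out a single library breaks a pair and moves the group means apart. With all libraries the paired differences of bta-miR-1246 were negative in 3 of 3 pairs, and those of bta-miR-155 were -0.067, 0.003 and -0.013. For bta-miR-21-5p, bta-let-7i and bta-miR-125a the cause was not tested. Of 552 comparisons of a named miRNA under an alternative, 500 kept their direction and their side of the 0.2 threshold, 28 were no longer past it, 13 were newly past it and 11 changed sign. bta-miR-2448-5p was no longer past the threshold under 14 alternatives and bta-miR-149-5p under 6. bta-miR-2449 and bta-miR-2477 had too few reads for most of these fits, and the depth of the libraries limits what can be said of them.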

Other observations

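The tests of late-numbered names, of the arms of a hairpin and of location inside protein-coding genes were chosen only after the result was seen.

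Of the 10 splits of the 6 libraries into groups of 3, 4 part all 3 same-numbered pairs, and the real split is 1 of these. Among these 4, 1 split, the real one, gave as many as 11 miRNAs at an adjusted p of at most 0.2 and a log2 fold change of at least 1 in size, and 1, again the real one, gave as many as 8 with an adjusted p under 0.05. The other 3 gave 0 at both thresholds, with 2 to 14 miRNAs at an unadjusted p under 0.05 against 53. The other 6 splits part only 1 pair, and the largest counts among them were 8 and 0. The 8 came from the split of control replicate 1 and HS replicates 1 and 2 from the other libraries, which also gave 61 miRNAs at an unadjusted p under 0.05. A set of 4 splits cannot give a share under 0.05, so the number of calls cannot be told apart from a chance split by this test. After every library was thinned to 2076239 reads, the median over 20 draws was 9 miRNAs at the first threshold and 7.5 at the second. Unequal totals of miRNA reads thus do not account for the counts. Thinning does not address other differences between libraries, such as the share of their reads that came from miRNAs.

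Names numbered 2000 or above made up 14 of the 26 miRNAs with an adjusted p of at most 0.2 (53.8%), against 123 of the 365 tested (33.7%). Tested miRNAs with such names had a median of 14.8 normalised CPM, against 200.2 for the others. The 26 held more late numbers than 98.8% of 10000 random lists matched on mean value, whose median was 8. This argues against low abundance alone, in a test chosen after the excess was seen. The arms of bta-miR-2448 count separately among the 14. Shared or misassigned reads were not tested, since no sequence was used here, and the excess cannot be told apart from them.

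The genes of 19 of 25 called miRNAs with 1 annotated gene lie over a protein-coding gene (76%), against 182 of 281 other tested miRNAs (64.8%). The difference was not larger than chance gives (Fisher's exact test, p = 0.379).

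Both arms of 33 hairpins were tested. The log2 fold changes of the arms correlated across hairpins (r = 0.714, Spearman's rho 0.495, permutation p = 2e-05), where hairpins are not independent replicates, and 19 of 33 had the same sign. Without bta-miR-2448 r was 0.601 (permutation p = 0.00033), and without the 2 hairpins farthest from the median of the 5p arm it was 0.54 (permutation p = 0.00179). A candidate explanation is a change of the whole hairpin with HS. However, 3 of the other 9 splits of the libraries also gave a positive correlation with p under 0.05. These 3 comprised 1 of the 3 splits that part all same-numbered pairs, as the real one does, and 2 of the 6 that part 1 pair. Over all 9, r ran from 0.122 to 0.576, so arms may vary together between libraries apart from HS. Both explanations remain.

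miRNA genes within 10 kb of each other in the ARS-UCD2.0 annotation were compared over 85 pairs of 87 miRNAs. Their log2 fold changes differed by 0.35 on average, against 0.322 in shuffled data (permutation p = 0.86), so neighbours were not more alike in the response to HS. In 6 of the other 9 splits of the libraries neighbours were more alike with p under 0.05. These 6 are the splits that part only 1 same-numbered pair. In the 3 that part all pairs, as the real one does, p ranged from 0.274 to 0.746. The likeness of neighbours may thus follow the replicate number, and the comparison of HS with control did not show it.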
